A study of Arabidopsis thaliana with 6 samples.

How the data were processed

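Poly(A) RNA of Arabidopsis thaliana seeds was measured by RNA sequencing in 6 libraries, 3 of the wild type (accession Col-0) and 3 of the scl30a-1 line. Per the labels, 50 mg of seeds were kept in the cold for 3 days and then grown in continuous white light at 21 degrees Celsius for 18 h before collection.

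The deposited table held raw read counts per gene, per the file headers, with 1 column per library and no pooling of replicates. The genome database was named araTha10 by the authors, which stands for the TAIR10 generation of the Arabidopsis genome. The aligner, its version, the read length, the filters and the use of strand were not stated in the headers or the labels. Reads of overlapping or near-identical genes can therefore have been assigned to either gene. The same table held 6 columns of length-normalized values, which were not used here, since each library was represented by its counts. Column names gave the genotype and a letter (a, b or c), and the labels gave replicate numbers. Columns were therefore assigned to a genotype only, and libraries are named by genotype and letter.

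Of 33602 genes in the table, 1213 had no value in any library and were left out. Among the 32389 genes with counts, 8761 had a count of 0 in all 6 libraries. Genes were kept by filterByExpr of edgeR with its default minimum count of 10, which left 18736 genes for testing and removed 13653. Total counts per library were 70687361, 76040345 and 84356746 in wild-type libraries a, b and c, and 85605647, 80463995 and 77817191 in scl30a-1 libraries a, b and c. The filter kept 99.9865% to 99.9891% of the counts of each library. A floor of 3 counts corresponded to 0.035 to 0.0424 CPM (counts scaled to a common library size). For this floor the total counts were used without the TMM scaling applied to all other CPM values. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules.

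Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 (glmQLFit and glmQLFTest, in R 4.3.3) with genotype as the only term, TMM scaling and Benjamini-Hochberg adjustment over all genes tested. Genes with an adjusted p under 0.05 were called. Standard errors of log2 fold changes were derived as the absolute unshrunken coefficient divided by the square root of F. CPM values were computed on TMM-scaled library sizes, and the SD is over the 3 libraries of a genotype. A comparison of 1 value between 3 and 3 libraries by permutation cannot give a two-sided p below 0.1, so single genes were tested only within the model fitted across all genes.

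Before the data were examined, 5 gene lists were fixed by locus identifier: SR proteins without SCL30a, core genes of abscisic acid (ABA) metabolism and signalling, seed maturation genes, genes of gibberellin (GA) and germination control, and light-harvesting genes. Also fixed then were the 10 measured loci on each side of SCL30a and 6 sets matched to product descriptions: cytosolic ribosomal proteins, heat shock proteins, late embryogenesis abundant (LEA) proteins, histones, expansins and splicing factors. Sets were tested two-sided with camera of limma 3.58.1, with an inter-gene correlation of 0.01, on log2 CPM with a prior count of 2. Adjustment ran over the 5 lists and the neighbouring loci together, and separately over the 6 product sets. Text matching was imperfect: the ribosomal set held many acidic proteins, the histone set included histone methyltransferases, and the LEA set included hydroxyproline-rich glycoproteins and shared members with the seed maturation list.

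The rule for naming genes was also fixed beforehand. It took the 5 largest rises and the 5 largest falls in log2 fold change among genes with an adjusted p under 0.05, a mean of at least 50 counts per library and all scl30a-1 libraries on the same side of all wild-type libraries. It added SCL30a and, for each list, at most the 3 called members with the smallest p.

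The table gave no coordinates. Coordinates, exon numbers and product descriptions were taken by locus identifier from the RefSeq annotation of the TAIR10.1 assembly, in which 32835 of the locus identifiers were found. GC content and transcript length were known for 18648 of the genes tested (99.53%). For each named gene, the share of 36-base words of its transcript that also occur in transcripts of other genes was counted, together with genes whose spans overlap it.

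The settings compared, chosen together with the lists, were DESeq2 size factors in the edgeR fit, no composition scaling, no expression filter, a filter at a mean of 10 counts, DESeq2 1.42.0, limma-voom, each library left out in turn, a fold change of at least 1.5 and an adjusted p under 0.01. Sets were also tested with fry and with camera using an estimated correlation. Upper-quartile scaling, removal of a loess trend with GC content and transcript length from each library (span 0.4), counts drawn down to the smallest library total, replicate correlations without the filter, and the splicing factor set without SCL30a were added after the data had been seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

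The procedure was tested on simulated counts with 200 changed genes among 18736. Of the 199 changed genes that passed the filter, 185 were called (92.96%). The 17 unchanged genes called made up 8.42% of the calls. A simulated length trend over 18530 genes gave 903 false calls, and 1 after trend removal. Camera, camera with an estimated correlation and fry each called the 1 shifted set and 0 of 10 unshifted sets. Simulated genes were drawn independently of each other, whereas correlations estimated in the data reached 0.713. The simulation therefore does not show how often these tests call unshifted sets of correlated genes.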

Results

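Transcript abundance was measured by RNA sequencing of poly(A) RNA from germinating Arabidopsis seeds, collected 18 h after the end of cold stratification. The wild type (Col-0) was compared with scl30a-1, a mutant line of SCL30a, which encodes an SR (serine/arginine-rich) splicing factor. There were 3 libraries per genotype. The total counts per library ranged from 70687361 to 84356746 in the wild type and from 77817191 to 85605647 in scl30a-1, so the ranges overlapped. The labels gave no sequencing batch, harvest or seed lot, so genotype and any such batch cannot be told apart.

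The gene for which the line is named was examined first, as a check of the labels. SCL30a (AT3G13570) lies on chromosome 3 from 4429256 to 4432159 on the minus strand (TAIR10.1) and is annotated as a protein-coding gene with 6 exons and a transcript of 1277 nt. Its counts were 6890, 7290 and 8425 in wild-type libraries a, b and c, and 478, 440 and 458 in scl30a-1 libraries a, b and c. Mean abundance was 96.1 ± 0.92 CPM in the wild type and 5.74 ± 0.156 CPM in scl30a-1 (SD, n = 3 each; CPM are counts scaled to a common library size), so that 5.97% of the wild-type level remained. The log2 fold change was -4.07 (SE 0.0498, edgeR adjusted p = 4.45e-11), a difference far larger than the spread between libraries, and all 3 mutant libraries carried the low level given by their label. Removal of the GC content and length trend moved this value most, to -4.16. These are counts over the whole gene, and they do not tell which part of the transcript the remaining reads came from.

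**Figure D1:**
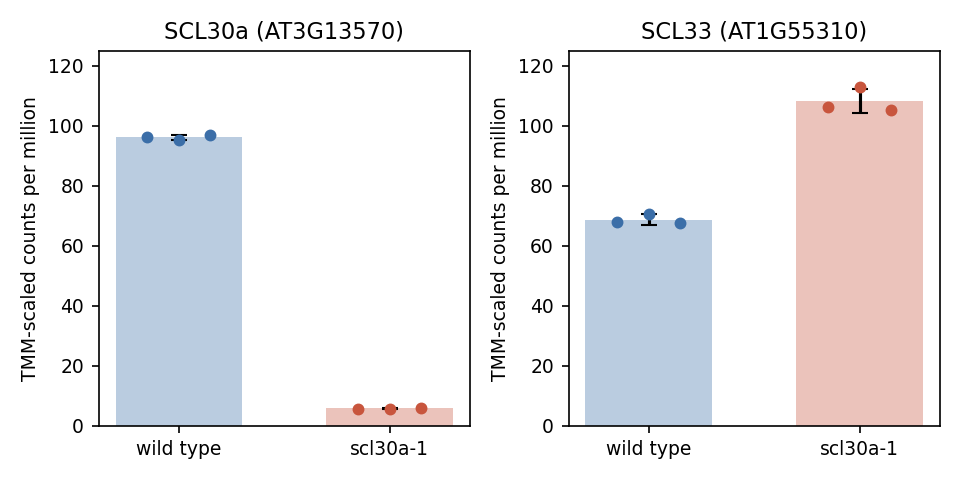
TMM-scaled CPM (vertical axis, from 0) of SCL30a and of its paralog SCL33 in wild-type and scl30a-1 seeds; bars are means, error bars SD and points the 3 libraries of a genotype. SCL30a averaged 96.1 CPM in the wild type and 5.74 CPM in scl30a-1, and SCL33 averaged 68.7 and 108.2 CPM.

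Libraries of a genotype resembled each other more than libraries of different genotypes. Across the genes tested, the Spearman correlation of log2 CPM between libraries was 0.998 to 0.9989 within the wild type, 0.9976 to 0.999 within scl30a-1 and 0.9831 to 0.9873 between genotypes. These correlations are across genes, which are not independent replicates. The chi-square statistic per degree of freedom between the counts of a pair was 5.475 to 23.59 within genotypes, above sampling noise for every pair, so no library had been entered more than 1 time. It was 127.8 to 172.4 between genotypes. The first principal component of log2 CPM held 79.3% of the variance and separated the genotypes, and the second held 8.79%.

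The main comparison asked which transcripts differ between scl30a-1 and wild-type seeds at this stage. Of 18736 genes tested, 7806 (41.7%) had an edgeR adjusted p under 0.05, 4106 of them higher and 3700 lower in scl30a-1. The share of higher genes, 52.6%, depended on the scaling: it was 40.5% without composition scaling (3119 higher, 4589 lower) and 36% with upper-quartile scaling (2961 higher, 5258 lower). Most differences were small. The median absolute log2 fold change of the called genes was 0.364 and the smallest was 0.113. A fold change of at least 1.5 was reached by 2291 of the called genes (1146 higher, 1145 lower), at least 2 by 1078 (592 higher, 486 lower) and at least 4 by 294 (205 higher, 89 lower). The 3 libraries of one genotype all lay above those of the other for 7599 of the called genes (97.3%). Among all genes tested this share was 52.1%, where chance gives 10%. Of the alternatives that kept the threshold, leaving out wild-type library b moved the count of called genes most, to 5825. No gene with a mean of at least 50 counts in one genotype was at or under 3 counts in every library of the other (0 in either direction).

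**Figure D2:**
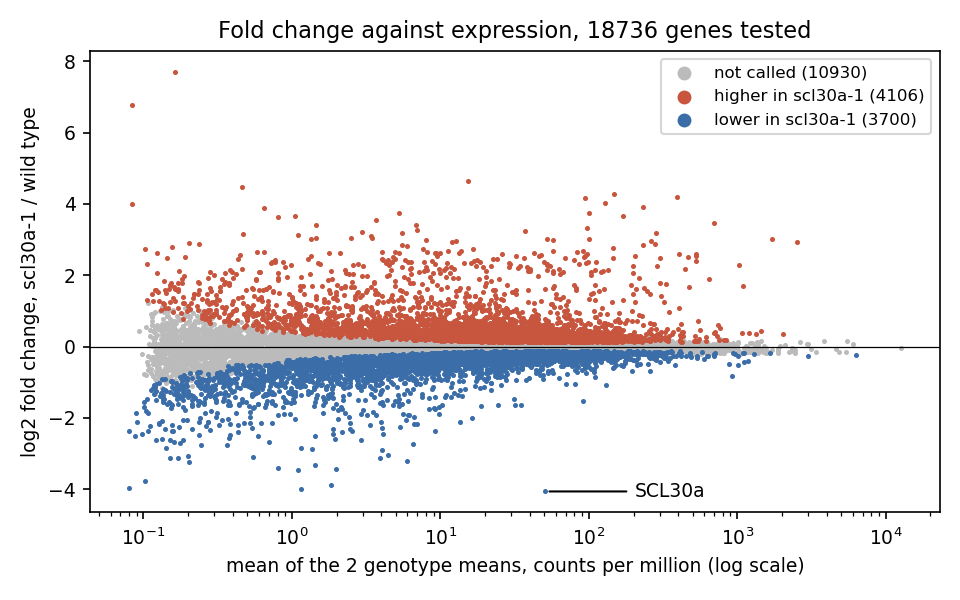
Log2 fold change between scl30a-1 and wild type (vertical axis) against the mean of both genotype means in CPM (horizontal axis, log scale), 1 point per gene tested. Of the 7806 genes with an edgeR adjusted p under 0.05, 4106 were higher (red) and 3700 lower (blue) in scl30a-1, a split that turned to 2961 higher and 5258 lower with upper-quartile scaling.

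Among called genes with a mean of at least 50 counts per library and libraries that did not overlap, the 5 largest rises were the following. AT5G35935, annotated as a pseudogene on chromosome 5 from 14083388 to 14089891, rose from 1.19 ± 0.172 to 29.5 ± 2.13 CPM (log2 fold change 4.64, SE 0.0985, edgeR adjusted p = 3.4e-09). NSP2 (AT2G33070, nitrile specifier protein 2, chromosome 2 from 14028282 to 14031164) rose from 14.7 ± 1.53 to 281.6 ± 35.5 CPM (log2 fold change 4.27, SE 0.109, edgeR adjusted p = 4.59e-09). BGLU19 (AT3G21370, beta glucosidase 19, chromosome 3 from 7524054 to 7527677) rose from 40.7 ± 4.85 to 744.5 ± 50.1 CPM (18.3-fold, SE of the log2 value 0.0951, edgeR adjusted p = 3.46e-09). This value is uncertain, since 21.93% of the BGLU19 words are shared with the overlapping AT3G21360 and the use of strand was not stated. AT2S1 (AT4G27140, seed storage albumin 1, chromosome 4 from 13607329 to 13608031) rose from 9.94 ± 2.24 to 179.3 ± 21.5 CPM (log2 fold change 4.18, SE 0.148, edgeR adjusted p = 2.17e-08), and shares 1.5% of its words with other 2S albumin genes. AT2G43590, a chitinase family gene on chromosome 2 from 18081304 to 18082776, rose from 14.8 ± 1.08 to 241 ± 37.3 CPM (log2 fold change 4.02, SE 0.116, edgeR adjusted p = 8.01e-09).

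By the same criteria the 5 largest falls were those of SCL30a and of 4 genes with low counts. SCL30a and QQS were not ranked, since QQS fell further in 3 of the 6 fits that each left out one library (-4.12 without wild-type library b, -4.20 without scl30a-1 library a and -4.13 without scl30a-1 library c). QQS (AT3G30720, qua-quine starch, chromosome 3 from 12349047 to 12349933) fell from 2.16 ± 0.339 to 0.132 ± 0.0471 CPM (log2 fold change -4.01, SE 0.237, edgeR adjusted p = 7.02e-07), with 6 to 14 counts per scl30a-1 library. The scl30a-1 libraries held 14 to 23 counts of ATK5 and 11 to 20 of GEX2. ATK5 (AT4G05190, kinesin 5, chromosome 4 from 2675064 to 2680214) fell from 3.43 ± 0.29 to 0.228 ± 0.0446 CPM (log2 fold change -3.90, SE 0.159, edgeR adjusted p = 5.4e-08). It shares 11.26% of its words with the overlapping AT4G05200 and with AT4G21270. GEX2 (AT5G49150, gamete expressed 2, chromosome 5 from 19924354 to 19929256) fell from 2.02 ± 0.166 to 0.184 ± 0.0638 CPM (log2 fold change -3.45, SE 0.199, edgeR adjusted p = 5.87e-07). As 98.95% of its words also belong to the overlapping locus AT5G49152, the assignment of its reads is uncertain. AT3G03130, which encodes a lisH domain-like protein (chromosome 3 from 721291 to 723784), fell from 3.65 ± 0.526 to 0.337 ± 0.112 CPM (log2 fold change -3.43, SE 0.201, edgeR adjusted p = 6.62e-07).

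The remaining SR protein genes were compared to see whether loss of SCL30a was accompanied by changes of related splicing factors. As a set, the 17 genes did not differ (camera adjusted p = 0.729). Individually, 7 were called over all genes tested and 7 adjusted over the list alone, 5 higher and 2 lower, and this balance turned to 4 higher and 5 lower with upper-quartile scaling. No member changed by as much as 2-fold. SCL33 (AT1G55310, chromosome 1 from 20629698 to 20633007) had the smallest p and rose from 68.7 ± 1.73 to 108.2 ± 4.1 CPM (log2 fold change 0.66, SE 0.0473, edgeR adjusted p = 3.33e-06). SCL30 (AT3G55460) rose by 0.37 (SE 0.0516, edgeR adjusted p = 0.000314) and SR30 (AT1G09140) by 0.31 (SE 0.0534, edgeR adjusted p = 0.00128) on the log2 scale. None of the 36-base words of these 3 transcripts occurs in another gene.

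Since ABA holds back germination and GA promotes it, core genes of both were examined. In the ABA list, 26 of 40 genes tested were called over all genes and 26 adjusted over the list alone. They went both ways, 16 higher and 10 lower, and the set was not shifted as a whole relative to other genes (camera adjusted p = 0.114, median log2 fold change 0.109). The list joins genes of metabolism and signalling, and this test cannot show opposite changes within it. Named after their values were seen, NCED5 (log2 fold change 1.70), NCED9 (1.11) and ZEP (0.81) were called higher. NCED6 (-0.78), CYP707A1 (-0.53) and CYP707A3 (-0.95) were called lower. The protein phosphatase 2C genes AHG1 (AT5G51760; log2 fold change 1.29, SE 0.0528, edgeR adjusted p = 5.66e-08) and HAI3 (AT2G29380; log2 fold change 0.97, SE 0.0491, edgeR adjusted p = 2.41e-07) were higher. ABI5 (AT2G36270), a bZIP transcription factor gene, rose from 79.7 ± 1.38 to 141.1 ± 3 CPM (log2 fold change 0.82, SE 0.0437, edgeR adjusted p = 3.25e-07).

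In the GA and germination list, 9 of 20 genes were called over all genes tested, 8 higher and 1 lower, and 10 adjusted over the list alone (camera adjusted p = 0.00979, median log2 fold change 0.102). Under each scaling more members were called higher than lower, at 8 against 2 without composition scaling and with upper-quartile scaling. The median fell to 0.0536 and 0.0345 in these, and the members above and below 0 went from 16 and 4 to 11 and 9 with upper-quartile scaling. With each library left out in turn, the median ranged from 0.0571 (without scl30a-1 library b) to 0.132 (without scl30a-1 library a). MFT (AT1G18100) rose from 4.35 ± 0.635 to 28.9 ± 0.567 CPM (log2 fold change 2.74, SE 0.086, edgeR adjusted p = 1.24e-08), but 40.7% of its words are shared with the overlapping AT1G18090. DOG1 (AT5G45830, delay of germination 1) rose from 0.688 ± 0.0438 to 2.98 ± 0.297 CPM (log2 fold change 2.11, SE 0.128, edgeR adjusted p = 8.75e-07). SOM (AT1G03790) rose from 121.2 ± 0.656 to 286.6 ± 14.3 CPM (log2 fold change 1.24, SE 0.0511, edgeR adjusted p = 5.66e-08). The other 5 members called higher, named after their values were seen, were GA20OX3 (log2 fold change 0.69), GA20OX1 (0.52), GASA6 (0.38), EXPA8 (0.31) and GA3OX1 (0.26).

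Seed maturation genes, which encode storage and LEA proteins, were higher in scl30a-1. All 28 were called over all genes tested and 28 adjusted over the list alone, and all 28 were higher under each scaling tried (camera adjusted p = 8.26e-29). The median log2 fold change was 2.43, with a range from 1.07 to 4.18, so that all 28 rose by at least 2-fold with TMM scaling. The members with the smallest p were LTI65 (also RD29B, AT5G52300), which rose from 28.9 ± 1.19 to 142.9 ± 6.38 CPM (4.94-fold, SE of the log2 value 0.0543, edgeR adjusted p = 3.46e-09), ATECP63 (AT2G36640; log2 fold change 1.91, SE 0.0516, edgeR adjusted p = 5.38e-09) and M17 (AT2G41260; log2 fold change 2.58, SE 0.073, edgeR adjusted p = 7.25e-09).

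Light-harvesting genes went the other way. Of 16 genes in the list, 11 had enough counts to be tested, and all 11 had a log2 fold change below 0 under each scaling tried (median -0.74, camera adjusted p = 0.00556). 8 were called over all genes tested and 8 adjusted over the list alone. LHCA4 (AT3G47470) fell from 25.6 ± 2.66 to 15.3 ± 1.08 CPM (log2 fold change -0.74, SE 0.082, edgeR adjusted p = 7.22e-05). LHCA2 (AT3G61470; log2 fold change -1.20, SE 0.245, edgeR adjusted p = 0.00327) and LHCB1.3 (AT1G29930; log2 fold change -0.86, SE 0.217, edgeR adjusted p = 0.00972) were below 1.3 CPM in every library. They share 13.33% and 32.97% of their words with other genes, so their values are uncertain. LHCB6, LHCB1.2, LHCA3 and LHCB3 also averaged below 1 CPM in each genotype. Among the more abundant members, LHCB4.1 was called lower (log2 fold change -0.37), while LHCB4.2 (-0.05) and LHCB5 (-0.03) were not called. The size of the fall was thus uneven across the list.

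A mutation can alter genes beside it, so the 10 measured loci on each side of SCL30a were tested. Of these 20 loci, 11 had enough counts. As a set they did not differ (camera adjusted p = 0.685). Called were 5, 2 higher and 3 lower, with log2 fold changes between -0.55 and 0.30.

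**Figure D3:**
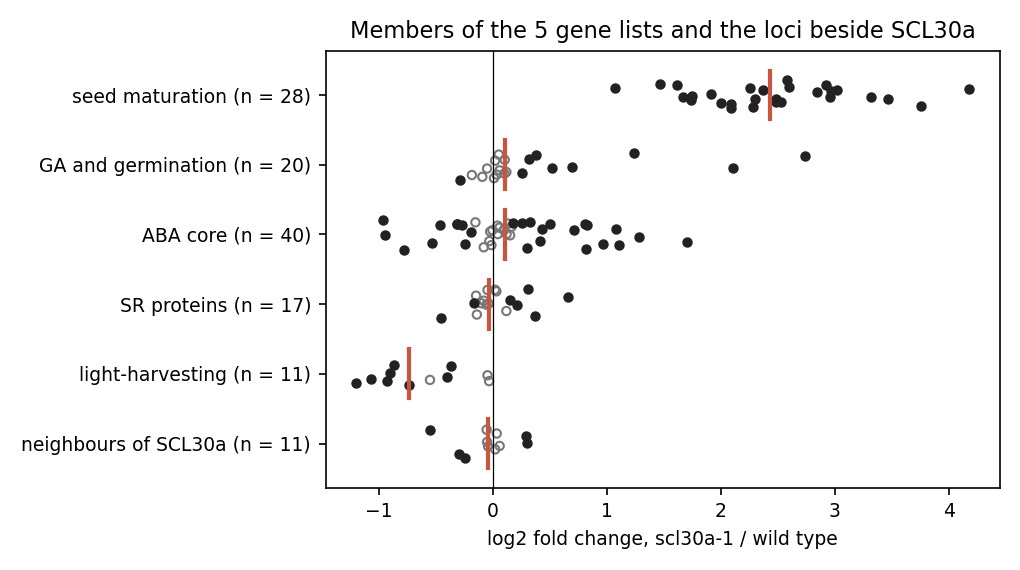
Log2 fold change between scl30a-1 and wild type (horizontal axis) of the tested members of the 5 gene lists and of the loci beside SCL30a (vertical axis, with the number tested); filled points had an edgeR adjusted p under 0.05, open points did not, and red bars are medians. The 28 seed maturation genes lay between 1.07 and 4.18 with TMM scaling and the 11 light-harvesting genes below 0, and both lists kept these directions under each scaling tried, while members of the ABA and SR protein lists lay on both sides of 0.

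Of the 6 product sets, 4 were called with camera. Heat shock proteins were higher (33 of the 38 called among 67 tested, camera adjusted p = 0.000325), as were LEA proteins (29 of the 38 called among 55 tested, camera adjusted p = 8.38e-07), under each scaling tried. The calls for expansins (8 called among 16 tested, all higher, and 4 with upper-quartile scaling) and splicing factors (11 higher and 4 lower among 37 tested) were marginal, each at a camera adjusted p of 0.0464. Splicing factors had a median log2 fold change of 0.092, which shrank to 0.0242 with upper-quartile scaling. Histones had 24 of 48 genes called, 9 higher and 15 lower (camera adjusted p = 0.541). For cytosolic ribosomal proteins, 0 of 18 genes tested were called and 1 had an unadjusted p under 0.05 (camera adjusted p = 0.444), while 3 were called lower without composition scaling and 3 with upper-quartile scaling, which also lowered the median log2 fold change of all genes, to -0.0449 and -0.065. With an estimated inter-gene correlation none of the 12 sets was called, and the seed maturation list had an adjusted p of 0.283 at an estimated correlation of 0.713. With fry, the calls for the seed maturation, GA and germination, light-harvesting, heat shock and LEA sets held, those for expansins and splicing factors did not, and the ABA list was called (fry adjusted p = 0.000357).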

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

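SCL30a and the other 24 named genes kept their direction and their side of the threshold in all fits tried. The log2 fold change of SCL30a ranged from -4.05, without scl30a-1 library a, to -4.16, with the GC content and length trend removed.

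The number of genes called was 7840 with DESeq2 size factors, 7708 without composition scaling, 7768 without the filter, 7779 at a mean of 10 counts, 7533 with DESeq2 (7337 shared with edgeR) and 7797 with limma-voom (7741 shared). It ranged from 5825 to 8075 genes across the 6 fits that each left out one library. A fold change of at least 1.5 lowered it to 2291 and an adjusted p under 0.01 to 5008, by construction. Of the alternatives chosen after seeing the data, upper-quartile scaling gave 8219, trend removal 9493 and equal depth 7741. The split into 4106 higher and 3700 lower turned to 3119 and 4589 without composition scaling and to 2961 and 5258 with upper-quartile scaling. These moved the median log2 fold change of all genes from 0.00274 to -0.0449 and -0.065. With TMM scaling kept, leaving out wild-type library c gave 3655 higher and 3660 lower. Leaving out any other library kept more genes higher than lower. Whether more genes rose or fell therefore rests on the scaling and, with TMM scaling, on wild-type library c.

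Set tests depended on the correlation assumed among genes. With an estimated correlation, camera gave an adjusted p of 0.283 for the seed maturation list, 0.309 for the GA and germination and light-harvesting lists, 0.457 for heat shock proteins, LEA proteins and splicing factors, and 0.693 for expansins. Over the 10 alternatives run on these sets (DESeq2 size factors, the filter at a mean of 10 counts, fry, the estimated correlation and each library left out) the adjusted p ranged from 1.08e-33 to 0.283 for seed maturation, 0.00092 to 0.309 for GA and germination, 0.00107 to 0.309 for light-harvesting, 6.32e-05 to 0.457 for heat shock and 1.93e-08 to 0.457 for LEA proteins. Estimated correlations reached 0.713 with only 3 libraries per genotype, and a larger correlation widens the null distribution by construction. The self-contained test fry called the ABA list at 0.000357 (range over the same alternatives 0.000357 to 0.309). It lost the expansins at 0.0977, and for splicing factors it gave 0.345 with the direction turned to lower. The set holds SCL30a, but the fry result without SCL30a was not recorded, so the cause is left open. Without SCL30a, camera gave 0.0163.

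Leaving out one library gave an adjusted p from 0.0227 to 0.158 for expansins and from 0.0259 to 0.0978 for splicing factors. Expansins lost the call without wild-type library a (0.0607), wild-type library c (0.158) or scl30a-1 library b (0.121). Splicing factors lost it without wild-type library a (0.0774) or b (0.0947) or scl30a-1 library a (0.0978) or b (0.0519). Both calls are fragile. The other 10 sets kept their side of the threshold in these fits. The lowest Spearman correlation within a genotype was 0.9955 without the filter, against 0.9976.

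No paired analysis was possible because the columns carry letters and no replicate numbers. The planned fits with a replicate block were therefore not run, nor were those on the length-normalized columns: log2 of the value plus 1 or plus 0.1, a filter at a mean of 1, and the Spearman correlation. Depth limits the falls of QQS, ATK5 and GEX2, which rest on 6 to 23 counts per scl30a-1 library.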

Other observations

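The tests of kinesin genes and of LEA genes outside the seed maturation list were chosen only after the result was seen. The requirement that fry also call a set before that set counts against an earlier stage of germination was added after the set results were seen.

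The number of genes called was examined for technical causes. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes with an edgeR adjusted p under 0.05, the split by genotype. The 9 others gave 0 genes, and 44 to 2512 genes at an unadjusted p under 0.05, against 9310 for genotype and 937 that chance gives. With 10 splits the share cannot fall below 0.1, so this count alone cannot exclude a chance arrangement. Each of the 9 other splits also mixes the genotypes, so the genotype difference widens the spread within its groups. Low counts in those splits were therefore likely in advance and do not measure chance calls. Removing a trend with GC content and transcript length from every library left 9493 genes called, of which 7560 were shared with the 7806. Drawing all libraries down to the smallest total gave 7741, of which 7535 were shared. The share of counts held by the 10 most abundant genes differed between genotypes by 0.259 percentage points. These values argue against length or GC bias, depth and a few dominant genes as the whole cause. A batch or seed-lot difference that coincides with genotype was untested and cannot be told apart from the mutation, as the labels name no batch.

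A trend with transcript length ran through the libraries within genotypes. The deviation of scl30a-1 library b from libraries a and c had a Spearman rho of -0.376 with transcript length across genes, in a test that could have shown none. Other libraries ranged from -0.499 (wild-type library a) to 0.421 (wild-type library c), so library b is not alone in this. The loadings of the second principal component had a rho of 0.421 with length. The split with 2512 genes at an unadjusted p under 0.05 set scl30a-1 libraries a and c with wild-type library c, which are those with positive scores on that component. A candidate explanation is RNA integrity or library preparation, which was not tested. The log2 fold change between genotypes had a rho of only -0.0608 with length and 0.0253 with GC content.

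The rise of seed maturation genes was the most uniform pattern among the lists. Trend removal left a median log2 fold change of 2.32, which argues against GC content or length as its source. A change of a few abundant storage genes alone would leave other LEA genes without a rise. The 47 genes matched as LEA and tested outside the list were mixed: 30 lay above 0 and 17 below, and 21 were called higher and 9 lower. Of those called, 16 had a log2 fold change of at least 1 and 4 of -1 or less. The median log2 fold change over all 47 was 0.187 (0.12 to 0.187 under the scalings tried), far below that of the list. The text match took in hydroxyproline-rich glycoproteins, so this median does not stand for LEA genes alone. As a set the 47 genes were higher with limma's camera (p = 0.000321) and fry (p = 0.000208), but not with an estimated correlation (p = 0.277). The camera and fry results argue against a change of a few abundant storage genes alone. An earlier stage of germination in the scl30a-1 libraries remains a candidate explanation. If it held for all programmes a seed turns on later, light-harvesting genes, expansins, histones and cytosolic ribosomal proteins would be lower. Of these 4 sets, 1 was lower with camera (light-harvesting). Histones did not shift (camera adjusted p = 0.541), but that set included histone methyltransferases and does not test histones alone. Cytosolic ribosomal proteins did not pass the threshold (camera adjusted p = 0.444, range over the 10 alternatives run on the set 0.0743 to 0.951). The set held only 18 genes tested, many of them acidic proteins. Genes such as RPL19A and RPS15A were tested but lay outside it, so it cannot test ribosomal proteins as a whole. Expansins were higher at an adjusted p of 0.0464, but that call was lost with fry (0.0977) and without any 1 of 3 libraries (0.0607, 0.158 and 0.121; range over the 10 alternatives run on the set 0.0227 to 0.693). A delay and a direct effect of the mutation on maturation genes cannot be told apart with 1 time point per genotype. The higher members of the GA and germination list do not settle this. Besides the germination repressors DOG1, MFT and SOM they include the GA synthesis genes GA20OX3, GA20OX1 and GA3OX1, with GASA6 and EXPA8. What a delay alone predicts for these genes depends on their course over time, which was not measured.

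Reads of SCL30a remained in scl30a-1 at 5.97% of the wild-type level, at 5.59, 5.72 and 5.90 CPM in the 3 libraries. Of the 36-base words of its transcript, 0% were found in other transcripts, which argues against reads of near-identical genes as the source. A shortened transcript, residual full-length transcript or a small admixture of wild-type seeds may each leave such reads, and none of them was tested, since gene counts carry no position.

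Kinesin genes were over-represented among the falls. Among genes with an adjusted p under 0.05 and a log2 fold change of -1 or less, 9 were kinesins, where draws matched on expression gave 0.851 (one-sided permutation p = 1e-04, the smallest that 10000 draws can give). Of 27 kinesin genes tested, 18 were called lower and 2 higher, with a median log2 fold change of -0.544, and under each scaling tried the lower calls outnumbered the higher ones. Kinesin transcripts can be long, but trend removal left a median of -0.457, which argues against length as the whole cause. A smaller share of dividing cells in scl30a-1 seeds may lower them together. Histones, with 9 genes higher and 15 lower, did not shift as a set. That set was matched by text and included histone methyltransferases, so it does not decide the question. A smaller share of dividing cells stays a hypothesis, and the kinesin pattern was found and tested on the same data.

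Called genes with a log2 fold change of at least 1 in size lay beside each other more often than permuted orders gave. There were 88 adjacent pairs changed in the same direction against 30.8 in permuted orders (one-sided permutation p = 1e-04, the smallest that 10000 permutations can give). Without pairs of the same product description, as tandem copies often are, 65 pairs were left against 30. Leaving out pairs with overlapping spans as well, which reads counted without strand could link, left 61 against 26.2, each at the same smallest p. Chance order, tandem copies and overlap are thus argued against as the whole cause. Shared regulatory regions or chromatin state, reads running past a gene's end and paralogs with different descriptions were not tested.

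The largest rise among called genes with a mean of at least 50 counts belonged to a pseudogene, AT5G35935, and pseudogenes were therefore counted. Among the 294 genes with an adjusted p under 0.05 and an absolute log2 fold change of at least 2, 9 were pseudogenes, where draws matched on expression gave 6.89 (one-sided permutation p = 0.25). Pseudogenes were thus not shown to be over-represented beyond chance at their expression level. Of 258 pseudogenes tested, 25 were called higher and 56 lower. A variant between seed stocks at that locus was not tested.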
